A study of Mus musculus with 6 samples. Its data were reported in "Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics" (2023).

How the data were processed

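The series held 6 RNA-seq libraries of mouse cerebellar granule neurons (CGNs) in culture, 3 labelled with the vehicle DMSO and 3 with GSK-126, a small molecule that inhibits the H3K27 methyltransferase EZH2. The labels gave the agent and a replicate number. They gave neither the dose nor the days in culture, and they gave the source as cerebellum although the titles named CGNs; the study's methods describe CGN cultures that received the inhibitor and were harvested some days later. The libraries were taken as those of the study's comparison with addition on the first day, from a day code in the names of the deposited tables; no label states this.

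The deposited values were whole-number read counts per gene, 1 table per library, with no normalization and no pooling of replicates. According to the study's methods, the authors trimmed paired-end reads of poly(A)-selected RNA with Trimmomatic, aligned them with STAR to GRCm38 and counted reads over exons with HTSeq. Each table listed 55341 gene symbols, all of which were found in the GENCODE M21 annotation of GRCm38, which gave the coordinates printed here. In that annotation 108 symbols belong to more than 1 gene ID, so their count pools those IDs. The 5 summary rows that name no gene were left out of library sizes and tests. Reads over no annotated exon made up from 44.8% to 46.7% of fragments, reads assigned to a gene from 39.1% to 41.6%, multiply aligned reads from 9.54% to 10.4%, unaligned reads from 1.74% to 5.03%, ambiguous reads from 0.913% to 1.11%, and reads of low alignment quality from 0.0812% to 0.172%. Because multiply aligned reads were not assigned, genes with near-identical copies are undercounted.

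The strand setting of the count was not stated, and it was tested on the tables. In 6 antisense genes of at least 500 bases that lie wholly inside an exon of a host gene on the other strand with a mean count of at least 1000, the read density was 1.20 times that of the host (median), whereas the 37 antisense genes outside other exons had a median count of 1.5. Reads over no exon also outnumbered reads assigned to genes, with a ratio from 1.08 to 1.16 per library. Antisense genes are therefore reported as uncertain, and for the genes named by the rule below the share of exons that overlaps a gene on the opposite strand is given where it is above 0.

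The total count over genes ran from 8058760 to 12047837 per library. A count of 3, the floor used for a gene without reads, corresponded to 0.250 to 0.375 CPM (counts scaled to a common library size) depending on the library; intervals and floors of this kind cover counting error only, because PCR duplicates were not marked by molecular identifiers. No 2 libraries agreed within sampling noise, and the lowest chi-square per degree of freedom of any pair of libraries was 10.9.

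Genes were filtered with filterByExpr by group, which left 16343 genes, and library sizes were scaled with TMM factors (from 0.994 to 1.01). Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit with legacy=TRUE and robust=FALSE) with treatment as the only term (the study's methods name DESeq2 and give no model terms), and p-values were adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p-value of 0.05, and genes past a log2 fold change of 1 were counted apart. DESeq2 1.42.0 and limma 3.58.1 served as alternatives. CPM are given as mean ± SD with TMM factors, and ratios within a pair of libraries as log2 CPM with a prior count of 2.

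The replicate numbers were checked for pairing. The deviations of the libraries from their group means correlated across genes by 0.35, 0.50 and 0.52 for replicates 1, 2 and 3, whereas the 6 combinations of different numbers had correlations from -0.41 to -0.01. The study's methods also define a replicate in culture as neurons from the pooled cerebella of litters. The numbers were therefore taken to pair the libraries, and the fit with the replicate number as a block is given beside a result where it changes the call.

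Gene lists were fixed before the data were examined. They were 31 lists: those that the study published or named, and lists of cell type markers and cellular programs (cell cycle, astrocytes, oligodendrocyte lineage, microglia, endothelial and mural cells, fibroblasts, cerebellar GABAergic neurons, cholesterol synthesis, p53 targets, integrated stress, lysosome, activity-induced genes, H3K27me3 enzymes and Hox genes). The study's lists of genes that changed after GSK-126 from the first day in culture were taken to come from these libraries and were used for overlaps alone. Of 39 Hox genes 0 passed the filter, with 6 to 52 Hox counts per library, so that list was not tested. The other 28 lists were tested with camera (preset inter-gene correlation of 0.01, two-sided), with fry and an estimated correlation as alternatives, and adjusted over the 28 lists. A list of 10 pan-neuronal genes was added after the data had been examined and is outside that adjustment. The study's promoter clusters from culture were held only in part and were not tested.

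Genes named in the text were set by a rule fixed before the data were examined: 20 genes that the study names around this comparison or that write or erase H3K27me3, whatever their result (not all of these are given in the text), followed by the 6 highest and 6 lowest log2 fold changes among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups. Because 0 genes met the second part, the same rule was applied to the fit with the replicate block, with the same direction in all 3 pairs in place of the groups not overlapping; those 12 genes were chosen after the values were seen.

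Alternatives planned before the data were examined were RLE and upper-quartile factors, library size alone, no filter, a mean CPM of at least 1, the replicate block, each library left out, DESeq2, limma-voom, robust dispersion, an adjusted p-value of 0.01, fry, an estimated correlation and lists without members of an opposite list. Combinations of the block with another choice, and removal of the trend with GC content and exonic length (loess with a span of 0.5), were added later.

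The scripts were tested on simulated data. Counts for the 16343 genes were drawn around the observed mean CPM and library sizes with a biological coefficient of variation of 0.14 and 200 changed genes. With replicate effects of 0.3 (SD, log2), edgeR recovered 54.5% of the changed genes without the block and 96% with it, among 16127 genes tested, and 5.88% of the calls with the block were false. With no change simulated, 0 genes were called in either fit among 16124 genes. The changed genes were set to change by at least 2-fold, so recovery of smaller changes was not tested. In a simulation of 40 unchanged lists of 50 genes, camera gave a p-value under 0.05 for 1 and fry for 4. These lists were random and their genes were drawn independently, without replicate effects. The simulation therefore does not show how often camera calls a list of correlated genes.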

Results

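Transcript levels were measured by poly(A) RNA-seq in cultured mouse CGNs treated with DMSO (n = 3) or with the EZH2 inhibitor GSK-126 (n = 3). EZH2 deposits trimethylation on lysine 27 of histone H3 (H3K27me3), a mark of repressed promoters. The comparison asks which genes depend on this activity in cultures of neurons that have left the cell cycle. The cultures also held transcripts of other cells. With DMSO (SD, n = 3) the fibroblast marker Col1a1 had 2607.1 ± 514.7 CPM and the astrocyte marker Aqp4 1227.4 ± 753.4. The pan-neuronal genes Neurod1 and Rbfox3 had 708.4 ± 114.6 and 392.8 ± 152.7, and the cell cycle marker Top2a 102.4 ± 26.79. These genes were chosen after their values were seen. Their levels give no share of cells, and a change between groups cannot be assigned to neurons alone. The DMSO libraries held 8573045, 8058760 and 8452278 counts over genes in replicates 1, 2 and 3, and the GSK-126 libraries held 12047837, 8377056 and 8863661. GSK-126 replicate 1 was therefore the deepest library. Between 21943 and 23432 genes had a count above 0 per library.

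The first principal component of log2 CPM carried 39% of the variance and the second carried 26%. Replicate 2 lay lowest on the first component in both groups, at -51.6 with DMSO and -27.9 with GSK-126. Within each of the 3 pairs the GSK-126 library lay higher on this component than the DMSO library.

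**Figure D1:**
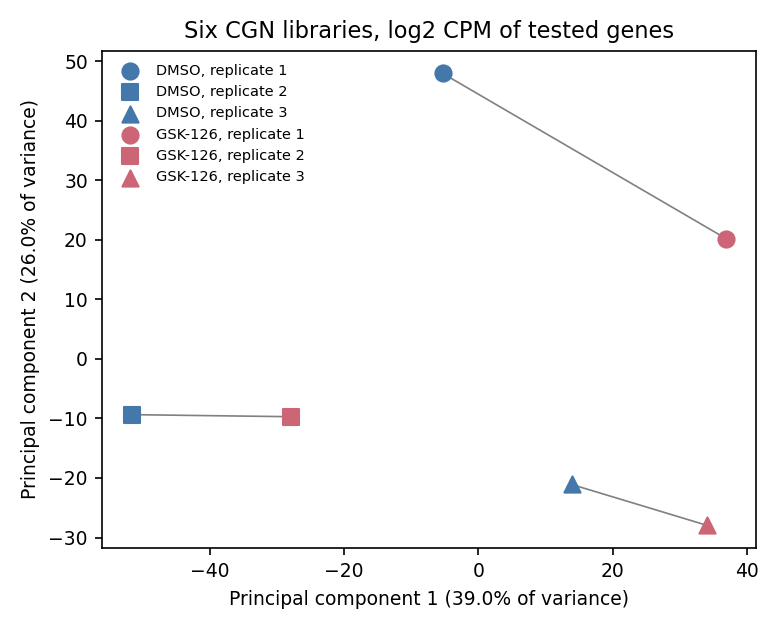
Principal components 1 (x axis, 39% of variance) and 2 (y axis, 26%) of log2 CPM for the 6 libraries; colour gives the treatment, the marker shape gives the replicate number, and grey lines join libraries with the same number. The GSK-126 library lies to the right of its DMSO partner in all 3 pairs.

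Across 16343 genes, 0 were higher and 0 were lower under GSK-126 at an adjusted p-value under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 981 genes, or 6.0% of those tested. The smallest adjusted p-value was 0.245 for Sv2c. The groups did not overlap in CPM for 1777 genes (10.9%), where chance gives 10%. The replicate block moved this result most. With the replicate number as a block, 365 genes were higher and 232 were lower, of which 60 rose and 40 fell past 2-fold, and 2735 genes had an unadjusted p under 0.05. The biological coefficient of variation was 0.243 without the block and 0.142 with it. The 597 genes called with the block moved in the same direction in all 3 pairs. Among all genes tested, 6376 (39%) did so, where chance gives 25%. DESeq2 without a block called 34 genes higher and 15 lower.

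The calls with the block were compared with the gene lists that the study published for GSK-126 added on the first day in culture. Of the 365 genes called higher, 340 were on the list of raised genes, and of the 232 called lower, 210 were on the list of reduced genes. With DESeq2 and the block, 372 of 389 and 236 of 252 calls were shared. The 2 lists held 392 raised and 259 reduced genes among those tested. DESeq2 without a block shared 32 of its 34 and 14 of its 15 calls with them, and so reached few of their members. The labels give no day, and a day code in the names of the deposited tables was read as the first day. If that reading is right, the study chose these lists on the same libraries and the overlap is not independent evidence. The study also published lists for addition on the third day, for which it is not known here whether the vehicle libraries were separate. Of the genes called with the block, 165 of 365 higher and 181 of 232 lower were on the third-day lists, and 0 were called in the opposite direction.

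Genes that are normally turned off as CGNs mature were examined first. Mycn (GRCm38 chromosome 12, 12936093 to 12941914) had 13.8 ± 4.33 CPM with DMSO and 26.2 ± 3.44 with GSK-126 (SD, n = 3 each). Its log2 fold change was 0.92 (SE 0.258, edgeR adjusted p 0.792) and 0.95 with the replicate block (SE 0.204, adjusted p 0.0282). Ebf3 (chromosome 7, 137193673 to 137314445) rose from 5.67 ± 0.672 to 14.8 ± 2.12 CPM (SD, n = 3), with a log2 fold change of 1.38 (SE 0.233, edgeR adjusted p 0.465; with the block 1.38, adjusted p 0.0104). A part of the Ebf3 exons, 3.85%, overlaps a gene on the opposite strand. Jag1 (chromosome 2, 137081456 to 137116644) rose from 43 ± 10.6 to 65.2 ± 7.46 CPM (SD, n = 3; block log2 fold change 0.62, edgeR adjusted p 0.0265). All 3 genes were higher in 3 of 3 pairs. The early genes Nfib (-0.13), Tubb5 (0.16) and Myc (0.12) had small log2 fold changes with the block, with edgeR adjusted p-values of 0.590, 0.485 and 0.814. Atoh1 and Prdm13 did not pass the filter. Atoh1 had 0, 0 and 6 counts with DMSO and 3, 0 and 0 with GSK-126. Prdm13 had 5, 0 and 3 counts with DMSO and 16, 3 and 11 with GSK-126, and it was not called in the fit without a filter (edgeR adjusted p 0.847, and 0.686 with the block).

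Genes that are normally induced as CGNs mature moved the other way. Gabrd (chromosome 4, 155384980 to 155398112) fell from 71.5 ± 31.2 to 29.2 ± 8.82 CPM (SD, n = 3). Its log2 fold change was -1.30 (SE 0.330, edgeR adjusted p 0.725) and -1.25 with the block (SE 0.131, adjusted p 0.00100). The spread between DMSO replicates was large for these genes because replicate 2 held the highest level. With the block, Gabra6 (chromosome 11, 42306437 to 42321072) fell by 1.42 on the log2 scale (SE 0.120, edgeR adjusted p 0.000340) and Wnt7a (chromosome 6, 91363981 to 91411363) fell by 1.75 (SE 0.194, adjusted p 0.00151). Olfm3 (-0.95) and Grm4 (-0.59) were also lower in 3 of 3 pairs, with edgeR adjusted p-values with the block of 0.00923 and 0.00991. Grin2c (chromosome 11, 115249169 to 115267243) did not differ between groups. It had 19.6 ± 13 CPM with DMSO and 15 ± 5.24 with GSK-126 (SD, n = 3), it was higher in 1 pair and lower in 2, and its edgeR adjusted p was 0.908 (0.630 with the block). Of its exons 1.81% overlap a gene on the opposite strand. Without DMSO replicate 2 its log2 fold change turned to 0.29. Slc17a6 had a positive log2 fold change (0.29 with the block, edgeR adjusted p 0.308) in 3 of 3 pairs.

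**Figure D2:**
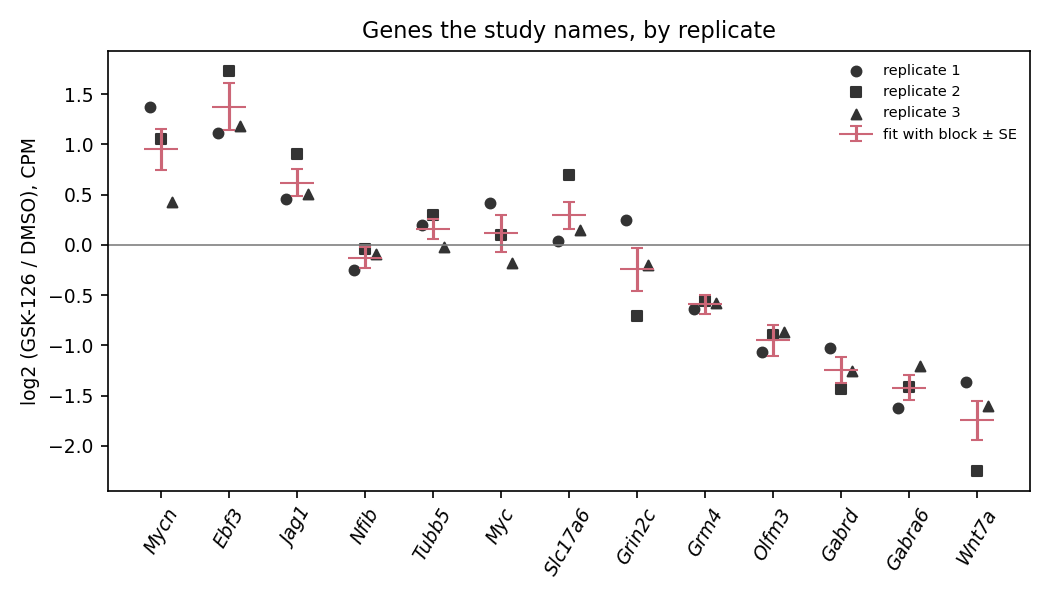
Log2 ratio of CPM, GSK-126 over DMSO (y axis), for genes that the study names (x axis); black markers are the 3 pairs of libraries with the same replicate number, and red bars are the edgeR log2 fold change with the replicate block ± SE. Gabra6, Gabrd and Wnt7a lie below -1 in all 3 pairs, whereas Grin2c lies on both sides of 0.

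The H3K27me3 writers Ezh1 and Ezh2 and erasers Kdm6a and Kdm6b were not called in either fit. Log2 fold changes with the block were -0.01 for Ezh1, 0.02 for Ezh2, -0.29 for Kdm6a and -0.07 for Kdm6b, with edgeR adjusted p-values of 0.991, 0.967, 0.257 and 0.815. A gene on the opposite strand overlaps 2.61% of the Ezh2 exons and 4.11% of the Kdm6b exons. Of the 12 genes on the list of H3K27me3 enzymes, which includes their partners, 0 were called without the block and 1 with it. This was Jarid2, which fell by 0.56 on the log2 scale with the block (SE 0.105, edgeR adjusted p 0.0162) and was chosen after its values were seen.

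Of the genes past the threshold with the replicate block, the 6 lowest were Egr4, Rasal1, Sstr3, Slc16a11, Sv2c and Slc17a7, and they were chosen after their values were seen. Egr4 (chromosome 6, 85511121 to 85513589) fell by 3.69 on the log2 scale (SE 0.315, edgeR adjusted p 0.000340), from 15.5 ± 12.8 to 1.09 ± 0.564 CPM (SD, n = 3). Sv2c (chromosome 13, 95954594 to 96132577) fell by 2.46 (SE 0.206, edgeR adjusted p 0.000340), from 37.9 ± 13.4 to 6.63 ± 0.892 CPM (SD, n = 3). Slc17a7 (chromosome 7, 45163949 to 45176142) fell by 2.16, Rasal1 by 3.04, Sstr3 by 2.92 and Slc16a11 by 2.87. For 4 of these 6 genes the GSK-126 libraries held few reads, so the size of the change is uncertain: 4, 3 and 6 counts for Sstr3, 14, 0 and 7 for Rasal1, 12, 14 and 5 for Egr4, and 9, 7 and 15 for Slc16a11. The 6 highest were Pcsk4 (2.07), Gm6166 (1.73), Gm13031 (1.69), Cd300lf (1.58), Cdkn2a (1.56) and Hpgd (1.56), also chosen after their values were seen. Pcsk4 had 6, 17 and 3 counts in the DMSO libraries and Gm13031 had 37, 5 and 11. Cdkn2a (chromosome 4, 89274471 to 89294653) rose from 6.07 ± 3.73 to 17 ± 5.66 CPM (SD, n = 3; SE 0.318, edgeR adjusted p 0.0228). Gm6166 is annotated as a processed pseudogene that can share reads with its parent, and Gm13031 as antisense (16.1% of its exons overlap a gene on the opposite strand), so both are uncertain. Gm6166 also varied between replicates, with most of its counts in replicate 1 of both groups (1036 in GSK-126 replicate 1 against 31 and 6 in the other GSK-126 libraries). Its log2 ratio was positive in 3 of 3 pairs, and with the block it ran from 0.32 to 2.33 across the 3 fits without a replicate number. Without a block it was -1.49 when GSK-126 replicate 1 was left out and its DMSO partner kept.

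The study asked whether promoters that gain or lose H3K27me3 differ in their response to the inhibitor. It used promoter clusters from culture for this, against a cluster without change. Those clusters were not tested here, so the values below do not repeat that comparison. Other gene lists that the study published were tested as sets across libraries. Genes with promoters that lost H3K27me3 under GSK-126 had a median log2 fold change of 0.24 over 376 genes tested (camera adjusted p 5.42e-10, adjusted over 28 lists). The list median was 0.24, 0.30 and 0.21 in pairs 1, 2 and 3, and 288 members were higher and 88 lower. Single libraries moved this median, to 0.13 without DMSO replicate 2 and 0.15 without GSK-126 replicate 1, whereas with the block and without a replicate number it ran from 0.24 to 0.26. No member was called over all genes tested, and 2 were called when adjusted over the list alone. With the replicate block, 39 members were called higher and 3 lower over all genes tested, and 81 were called when adjusted over the list alone. Genes with promoters that gained H3K27me3 had a median of -0.04 over 260 genes (camera adjusted p 0.118), with 0 members called in either way and 9 with the block in both ways. Genes called higher with the block lay on the list of lost promoters more often than chance. There were 39 of 365 (10.7%) against 2.30% of all genes tested (Fisher's exact test, two-sided, p 1.11e-15, across genes, which are not independent replicates). Among genes called lower there were 3 of 232 (1.29%, p 0.502).

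Genes with promoters that gain H3K27me3 as the cerebellum matures in vivo had a median log2 fold change of 0.20 over 159 genes (camera adjusted p 3.02e-08). The median was positive in 3 of 3 pairs. It was 0.32 without DMSO replicate 1, and 0.11 both without DMSO replicate 2 and without GSK-126 replicate 1, and with the block and without a replicate number it ran from 0.18 to 0.25. With the block, 15 members were called over all genes tested and 38 when adjusted over the list alone. Genes whose promoters lose H3K27me3 fast had a median of -0.11 over 511 genes (camera adjusted p 0.000746), with negative medians in 3 of 3 pairs. With the block, 63 of them were called over all genes tested and 118 when adjusted over the list alone. Without the block this shift depended on single libraries. Without DMSO replicate 2 the median was -0.02 (camera adjusted p 0.141), and without GSK-126 replicate 1 it was -0.08 (adjusted p 0.0609). Across the 6 fits that each left out a library, the camera adjusted p of this list ran from 6.41e-06 to 0.141. With the block it was called in 3 of 3 fits that left out a replicate number, with medians from -0.12 to -0.08 and a camera adjusted p from 9.60e-06 to 0.000593. Genes whose promoters lose H3K27me3 slowly had a median of 0.02 over 559 genes (camera adjusted p 0.847). Here 50 members were called with the block, 22 higher and 28 lower, and 105 when adjusted over the list alone. Without the block, each of these 3 lists had 0 members called over all genes tested, and the numbers called when adjusted over the list alone were 0, 1 and 1. Genes at promoters that lose H3K27me3 in vivo and gain ZIC binding had a median of -0.08 over 674 genes (camera adjusted p 0.00636), with 0 members called over all genes tested and 1 adjusted over the list alone (85 and 170 with the block). Without DMSO replicate 2 this median was -0.01 (camera adjusted p 0.183) and without GSK-126 replicate 1 it was -0.07 (adjusted p 0.0685), whereas the list was called in 4 of 6 fits that left out a library and in 3 of 3 that kept the block and left out a replicate number. Those without a gain of ZIC binding had a median of 0.04 over 343 genes (adjusted p 0.408), with 0 members called in either way (23 and 38 with the block).

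Lists from the conditional knockout of the H3K27 demethylase gene Kdm6b in granule neuron precursors (Kdm6b-cKO) were also tested. Genes lower in the knockout had a median log2 fold change of -0.18 under GSK-126 over 142 genes (camera adjusted p 7.04e-05; 0 called over all genes tested and 4 adjusted over the list alone, and with the block 34 and 59). This median was -0.09 without DMSO replicate 2, and from -0.19 to -0.13 with the block and without a replicate number. Genes higher in the knockout had a median of 0.07 over 109 genes (camera adjusted p 0.118; 0 and 1, and with the block 9 and 14). That median was 0.15, 0.03 and -0.00 in pairs 1, 2 and 3. Without DMSO replicate 3 it was 0.16 with a camera adjusted p of 0.0326. Genes whose promoters gain H3K27me3 in the knockout had a median of -0.12 (camera adjusted p 0.00260; 0 called in either way, and 34 and 55 with the block). This list was not called without DMSO replicate 2 (-0.03, camera adjusted p 0.335) or without GSK-126 replicate 1 (-0.12, adjusted p 0.152), and it was called in all 3 fits with the block that left out a replicate number. Genes whose promoters lose H3K27me3 in the knockout had a median of -0.01 (11 genes, adjusted p 0.880; 0 called in either way with and without the block).

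The 8 late genes that the study names had a median log2 fold change of -0.86 (camera adjusted p 4.72e-08), and 7 of them were lower. None was called over all genes tested and 3 were called when adjusted over the list alone; with the block 6 were called both ways of adjusting. The median ran from -1.23 to -0.50 across the 6 fits that each left out a library, and was -0.50 without DMSO replicate 2. With the block and without a replicate number it ran from -0.92 to -0.79. The 4 early genes that passed the filter had a median of 0.12 (camera adjusted p 0.118; 0 called over all genes tested and 1 adjusted over the list alone, and 1 and 1 with the block). The list for addition on the third day moved in its published direction, with medians of 0.49 over 354 raised genes (camera adjusted p 2.42e-67) and -0.37 over 628 reduced genes (adjusted p 3.15e-53). Of these, 0 were called over all genes tested, and 44 raised and 1 reduced were called when adjusted over the list alone; with the block the numbers were 165 and 181 over all genes tested and 259 and 441 adjusted over the list alone. It is not known here whether the third-day comparison had separate vehicle libraries. If it shared these DMSO libraries, the shift in the published direction is not independent evidence.

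The camera calls rest on the preset correlation. Of the 28 lists, 17 were called with camera, 0 with fry and 0 with an estimated correlation. With the block 17 were called with camera and 0 with an estimated correlation, and fry called 2, the late genes and the cholesterol synthesis genes, both with an adjusted p of 0.0487.

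**Figure D3:**
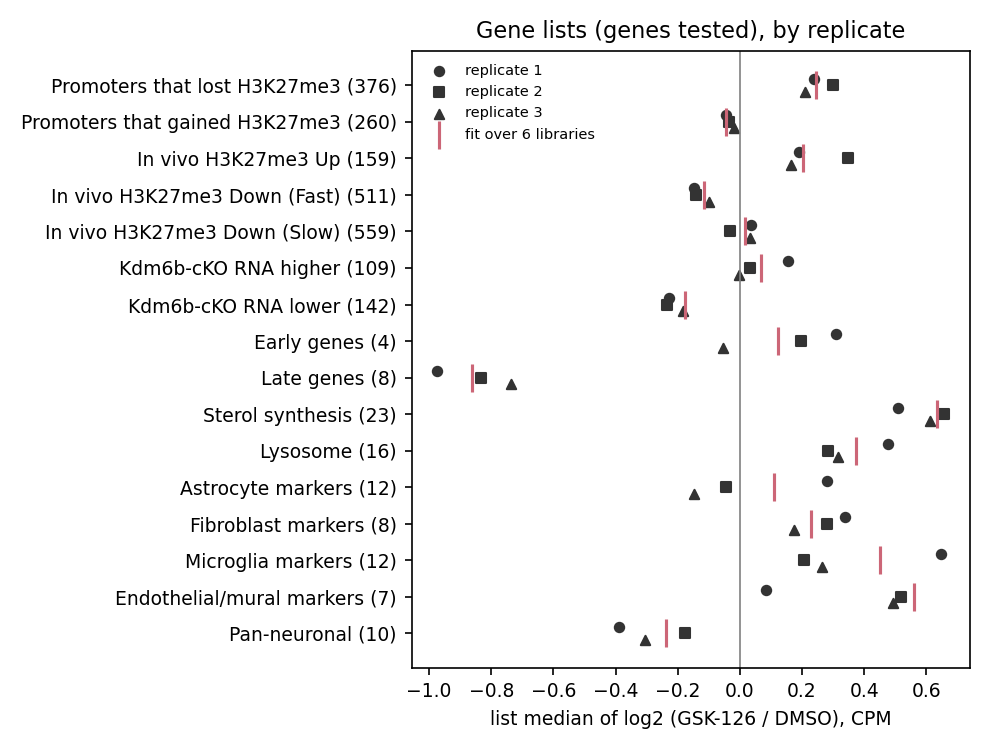
List median of the log2 ratio of CPM, GSK-126 over DMSO (x axis), for 16 gene lists with the number of genes tested in brackets (y axis); black markers are the 3 pairs of libraries and red bars the edgeR fit over 6 libraries without a block. Late genes lie between -0.97 and -0.74 and cholesterol (sterol) synthesis genes between 0.51 and 0.66 in the 3 pairs, whereas astrocyte markers lie on both sides of 0.

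Lists of programs and cell type markers were tested in the same family. Cholesterol synthesis genes had a median log2 fold change of 0.63 over 23 genes (camera adjusted p 2.72e-27), and 22 of them were higher. None was called over all genes tested, and 17 were called when adjusted over the list alone; with the block the numbers were 15 and 19. Hmgcs1 rose from 446 ± 44.5 to 694 ± 94.2 CPM (SD, n = 3), and this gene was chosen after its values were seen. Lysosome genes had a median of 0.37 (16 genes, camera adjusted p 1.31e-07) and p53 targets of 0.30 (14 genes, adjusted p 0.00300). Medians were 0.14 for activity-induced genes (7 genes, adjusted p 0.0167), 0.15 for integrated stress (12 genes, adjusted p 0.118) and -0.08 for H3K27me3 enzymes (12 genes, adjusted p 0.118). Among markers, medians were 0.56 for endothelial and mural cells (7 genes, adjusted p 0.00210), 0.45 for microglia (12 genes, adjusted p 0.00210), 0.23 for fibroblasts (8 genes, adjusted p 0.00210) and -0.27 for cerebellar GABAergic neurons (9 genes, adjusted p 0.0365). Markers of the oligodendrocyte lineage (0.15, 11 genes, adjusted p 0.216), of astrocytes (0.11, 12 genes, adjusted p 0.502) and of the cell cycle (0.01, 22 genes, adjusted p 0.880) were not called. Several of these calls depended on single libraries. Over the 6 fits that each left out a library, camera called the lysosome list and the endothelial and mural list in 6 (medians from 0.29 to 0.49 and from 0.22 to 0.71), fibroblasts in 5 (from 0.13 to 0.32, adjusted p up to 0.0743), microglia in 4 (from 0.29 to 0.85, adjusted p up to 0.106), p53 targets in 3 (from 0.075 to 0.45, adjusted p up to 0.218), activity-induced genes in 3 (from 0.02 to 0.66, adjusted p up to 0.495) and GABAergic neurons in 2 (from -0.39 to -0.15, adjusted p up to 0.280). Astrocyte markers were called in 3 of these fits, with medians of 0.40, 0.39 and -0.38, and H3K27me3 enzymes in 1. The activity-induced genes had a median of 0.33 with the block. In the 3 fits with the block that left out a replicate number, camera called GABAergic neurons in 0 and activity-induced genes in 2, and the other 5 of these lists in 3. The pan-neuronal genes had a median of -0.24 (10 genes, camera p 0.00145, outside the adjustment). Without a block, 0 members of these lists were called over all genes tested. Outside the cholesterol synthesis genes, those called when adjusted over the list alone were 2 markers of endothelial and mural cells, 1 of GABAergic neurons and 1 of the oligodendrocyte lineage. With the block, the members called over all genes tested included 6 lysosome genes, 4 microglia markers, 2 fibroblast markers and 2 markers of endothelial and mural cells, and adjusted over the list alone there were 11, 6, 3 and 3.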

Values the study reported

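The study reported an IC50 of about 7.32 µM for GSK-126 in a viability assay of CGNs, and treated the cultures with 5 µM of it for its H3K27me3 profiles. In the Kdm6b-cKO it reported 111 genes with raised and 150 with reduced expression.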

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

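The share of fragments that HTSeq could not assign because they overlapped more than 1 gene is outside the gene counts that the comparisons use. It was 0.977% ± 0.0578 with DMSO and 1.09% ± 0.0139 with GSK-126 (SD, n = 3 each), a ratio of 1.12, and all 3 GSK-126 libraries lay above all 3 DMSO libraries. An exact permutation test (two-sided) gave p 0.1, which is the smallest that 3 libraries against 3 allow. Of the 5 summary categories compared, 1 separated the groups in this way, and chance does so in 10% of comparisons.

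An expression change in genes whose exons overlap a gene on the same strand would raise the share. The share predicted from the read density of such genes was 2.29% with DMSO and 2.29% with GSK-126, a ratio of 1.00, so the prediction showed no rise. The predicted share lay above the observed share in both groups, so only its ratio was used. It was built from assigned reads alone and missed the observed level, so it cannot exclude this explanation. Differences in total count between groups were not separate (exact permutation p 0.3), and GSK-126 replicates 2 and 3 had ambiguous shares of 1.08% and 1.09% at totals near those of the DMSO libraries. A biological explanation through the treatment was not tested and stays open.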

How the results depend on the processing

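Combinations of the replicate block with another choice, and removal of the trend with GC content and length, were chosen after seeing the data.

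The number of genes called depended on the block and on the method. Without the block, RLE factors, upper-quartile factors, library size alone, a mean CPM of at least 1, robust dispersion, limma-voom, an adjusted p of 0.01, removal of the GC and length trend and each of the 6 fits that left out a library gave 0 genes in either direction, as did the reported fit, in which 981 genes had an unadjusted p under 0.05. With no filter 55 genes were higher and 30 lower (31 and 26 past 2-fold), and with DESeq2 34 were higher and 15 lower (19 and 14 past 2-fold); the cause was not tested.

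With the replicate block 365 genes were higher and 232 lower (60 and 40 past 2-fold). The block lowered the biological coefficient of variation from 0.243 to 0.142. Combined with RLE factors the numbers were 357 and 217 (58 and 39), with upper-quartile factors 395 and 225 (62 and 39), with library size alone 305 and 230 (55 and 42), with no filter 708 and 428 (106 and 61), with a mean CPM of at least 1 371 and 236 (60 and 40), with the GC and length trend removed 536 and 495 (62 and 55), with DESeq2 389 and 252 (53 and 37), and with limma-voom 368 and 252 (54 and 42). Across the 3 fits that left out both libraries of a replicate number, from 125 to 396 genes were higher and from 53 to 308 lower (from 55 to 83 and from 23 to 58 past 2-fold). The lowest numbers came without replicate 2. Without replicate 3 there were 211 and 148 (83 and 58), and without replicate 1 there were 396 and 308 (61 and 47). Of the 597 genes called with the block alone, these 11 combinations also called from 166 (without replicate 2) to 597 (with no filter or a mean CPM of at least 1).

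Under fry, camera calls were lost for the lists of promoters that lost H3K27me3 (median 0.24, adjusted p 0.337), in vivo Up (0.20, 0.337), in vivo Down and fast (-0.11, 0.424), Kdm6b-cKO lower (-0.18, 0.337) and late genes (-0.86, 0.337). With an estimated correlation the same 5 lists had adjusted p-values of 0.363, 0.363, 0.413, 0.363 and 0.363. Under fry with the block, 4 of them stayed above the threshold: promoters that lost H3K27me3 (0.25, 0.0584), in vivo Up (0.21, 0.0761), in vivo Down and fast (-0.11, 0.0674) and Kdm6b-cKO lower (-0.18, 0.0584). Camera with an estimated correlation takes the correlation between genes from the 6 libraries in place of the preset value. Fry is a different test. It asks whether the members of a list change at all, whereas camera compares a list with the other genes. These 5 lists kept their direction under each scaling, filter and block alternative.

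Across the 6 fits that each left out a library, the median ran from -0.17 to -0.024 for in vivo Down and fast (not called without DMSO replicate 2 or without GSK-126 replicate 1), from -0.0017 to 0.056 for in vivo Down and slow (below 0 without GSK-126 replicate 3), and from 0.048 to 0.16 for Kdm6b-cKO higher (called without DMSO replicate 3). For Kdm6b-cKO higher with the block and without a replicate number it ran from -0.039 to 0.15, below 0 without replicate 1 and called without replicate 3. The cause was not tested.

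Other values near 0 changed sign. The median of the 11 genes whose promoters lose H3K27me3 in the Kdm6b-cKO was -0.0084. It was 0.00016 with upper-quartile factors, 0.012 with the block and with the block under fry, 0.016, 0.022, 0.014, 0.012 and 0.0038 with the block and RLE factors, upper-quartile factors, no filter, a mean CPM of at least 1 and the GC and length trend removed, from -0.011 to 0.18 without a library, and from -0.056 to 0.12 with the block and without a replicate number (0.0059 without replicate 2). Astrocyte markers were at -0.014 with the block and the GC and length trend removed, from -0.38 to 0.40 without a library and from -0.13 to 0.13 with the block and without a replicate number. Cell cycle markers were at -0.0024 with the GC and length trend removed, from -0.083 to 0.11 without a library and from -0.055 to 0.063 with the block and without a replicate number. Oligodendrocyte lineage markers ran from -0.00051 to 0.14 without a library. Ezh1 was at 0.0037 with RLE factors, 0.0095 with upper-quartile factors, 0.0067 with no filter, 0.0037 with DESeq2, and 0.0044 and 0.0018 with the block and upper-quartile factors or no filter; it ran from -0.080 to 0.11 without a library and from -0.076 to 0.054 with the block and without a replicate number (0.023 without replicate 2). In the same order, Ezh2 ran from -0.080 to 0.16 and from -0.14 to 0.18, Myc from -0.011 to 0.32 and from -0.047 to 0.27, and Grin2c from -0.73 to 0.29 and from -0.48 to 0.041. Gm6166 ran from -1.49 to 4.16 without a library and was negative without GSK-126 replicate 1, where the DMSO library of the same number stays in the fit; with the block and without a replicate number it ran from 0.32 to 2.33. The cause was not tested.

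Low counts limit the genes near the floor. Atoh1 and Prdm13 had at most 6 and 16 counts in any library, and a change in Atoh1 was not detectable at this depth.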

Other observations

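The comparisons of splits, of scalings and of marker lists with the cholesterol synthesis genes or with the promoters that lost H3K27me3 are tests chosen after the result was seen, as was removal of the GC and length trend for the latter list. The form of the marker tests was changed more than once after the marker values had been seen.

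Cholesterol synthesis genes were higher under GSK-126, with a list median log2 fold change of 0.63 and 22 of 23 genes higher. Of these genes, 16 are on the study's list of raised genes for addition on the first day, which was probably chosen on these libraries, and 20 are on its list for the third day. The lowest median over 3 other scalings was 0.62, so the choice among these scalings is not the cause. These scalings lay close together, with an all-gene median with the block from -0.015 (library size alone) to 0.0079 (upper-quartile factors). They could not have moved the list median far, so an error common to all of them was not tested. Without GSK-126 replicate 1, the deepest library, the median was 0.66, and with the block and the GC and length trend removed it was 0.60. None of the 23 genes (0) is on the list of promoters that lost H3K27me3, where 0.529 were expected, so direct loss of the mark at these promoters is not seen in that list. More cells of another type would raise their abundant markers at least as far as this list. The mean log2 fold change with the block over markers of at least 50 CPM with DMSO was -0.020 for astrocytes (9 markers, SE across markers 0.046), 0.045 for the oligodendrocyte lineage (4 markers, SE 0.11) and 0.29 for fibroblasts (8 markers, SE 0.093). These lay more than 2 SE under the list median (0.62 with the block) and under it in 3 of 3 pairs, which argues against these cells as the whole cause. The SE covers the spread between markers and not that between cultures, which only the 3 pairs show. The mean was 0.58 for microglia (6 markers, SE 0.081) and 0.63 for endothelial and mural cells (1 marker, Pdgfrb), near that of the list. Microglia markers had means of 1.06, 0.36 and 0.31 in pairs 1, 2 and 3, against list medians of 0.51, 0.66 and 0.61. Both cell types lay under the list in 2 of 3 pairs, and the microglia match rests on pair 1. Among less abundant endothelial and mural markers, Cdh5 was lower in 3 of 3 pairs (-0.30, SE 0.124) and Kdr was at -0.0072. The others, Flt1 (1.33), Rgs5 (0.62), Tek (0.60) and Pecam1 (0.37), were higher. A contribution from microglia or from endothelial and mural cells cannot be told apart from a response of the neurons. The study's first-day list of raised genes holds 4 of 12 microglia, 3 of 7 endothelial and mural, 3 of 8 fibroblast, 1 of 12 astrocyte and 1 of 11 oligodendrocyte lineage markers. A response of the cultures to the inhibitor itself, apart from the histone mark, may contribute and was not tested. Of the 10 splits of the 6 libraries, 1, the real one, gave as small a camera p for this list, as did 1 of the 4 that part all 3 pairs with the block.

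Late genes were lower under GSK-126, with a list median of -0.86. If a smaller share of granule neurons were the whole cause, neuronal genes would fall alike, provided that granule neurons made up nearly all neurons. The median of 10 pan-neuronal genes with the block was -0.25, and 9 of them were lower. Members ran from -1.09 (Snap25) to 0.36 (Tubb3), and only Snap25 fell past the late-gene median. Rbfox3 (-0.59) and Neurod1 (-0.58) also fell further than the pan-neuronal median. A smaller share of neurons may account for a part of the change in late genes. The pan-neuronal genes were listed after the data had been examined and did not change alike, so the size of that part is not settled. With the block and the GC and length trend removed, the late genes had a median of -0.81. Slower maturation under GSK-126 is a hypothesis that the design does not separate from toxicity. Of the 8 late genes, 6 are on the study's first-day list of reduced genes, probably drawn from these libraries. In 1 of the 10 splits, the real one, the camera p of the late genes was as small, and with the block it was so in 1 of the 4 that part all 3 pairs.

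Genes at promoters that lost H3K27me3 were higher, with a median of 0.24. By the same comparison, the mean of the 9 abundant astrocyte markers (-0.020, SE across markers 0.046) lay under the list median (0.25 with the block) in 3 of 3 pairs, and the highest of them was Gfap at 0.17, whereas Aqp4 (-0.21, SE 0.095) and Slc1a3 (-0.23, SE 0.096) were lower in 3 of 3 pairs. Taken singly, 3 of the 9 lay under the list median by more than 2 of their own SE. The set mean argues against more astrocytes as the whole cause, although 2 less abundant markers rose (S100b 0.58, Gdf10 0.94). An earlier form of the test, which used the count of single markers, left this explanation open. The answer thus depends on the form of the test. The mean of the fibroblast markers was 0.29, near that of the list, so that more fibroblasts cannot be told apart from a response in neurons. The means of microglia (0.58) and of endothelial and mural cells (0.63, 1 marker) lay above the list median, so more of these cells stays open too. With the block and the GC and length trend removed the list median was 0.23. In 2 of the 10 splits the camera p was as small, the real one included, and with the block it was so in 1 of the 4 that part all 3 pairs, the real one.

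The calls with the replicate block rest on the numbers pairing the libraries. If the pairing were arbitrary, other pairings would give similar numbers of calls. Of the 6 pairings tried, the 5 that mix numbers gave at most 10 genes, against 597. Astrocyte markers show how the cultures differed, with a mean log2 CPM of 7.46, 6.31 and 7.11 in DMSO replicates 1, 2 and 3 and 7.79, 6.34 and 6.99 in GSK-126.

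Other splits of the libraries were compared with the real one, and 3 libraries against 3 give no share under 0.1. In 3 of the 10 splits as many genes had an unadjusted p under 0.05, the real one included, with 84 to 3191 genes in the others. Of the 4 splits that part all 3 pairs, 1, the real one, gave as many calls with the block. The other 3 of these gave 0 calls, with at most 442 genes at an unadjusted p under 0.05 against 2735. The splits beyond these 4 keep pairs together, and the block was not fitted to them. Camera called 4 to 16 lists in the other splits against 17 in the real one. With the block it called 3 to 20 lists in the other 3 splits that part all pairs against 17, so that 1 of them called more lists than the real split. The camera p was as small in 1 of the 10 splits for in vivo Up, 3 for in vivo Down and fast, 8 for in vivo Down and slow, 2 for promoters that gained H3K27me3, 4 for Kdm6b-cKO higher, 2 for Kdm6b-cKO lower and 2 for the early genes, each time with the real split included. Of these 10 splits, 6 keep 2 pairs together and so carry differences between replicates. With the block, over the 4 splits that part all pairs, the camera p was as small in 1 (the real one) for in vivo Up, in vivo Down and fast, promoters that gained H3K27me3 and Kdm6b-cKO lower, in 2 for the early genes, in 3 for Kdm6b-cKO higher and in 4 for in vivo Down and slow.

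Antisense genes that lie inside an exon of a gene on the other strand held counts. Counting strand-specifically reads that carry no strand would give both genes similar densities, and the density of the antisense gene was 1.20 times that of its host (median of 6 pairs). This is consistent with an unstranded library counted with a strand setting, and reads of the hosts may then be divided between strands. No biological explanation was tested.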
